A study of Homo sapiens with 4 samples. Its data were reported in "Bone marrow stromal cells dictate lanosterol biosynthesis and ferroptosis of multiple myeloma" (2024).

How the data were processed

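RNA sequencing libraries came from MM.1S multiple myeloma cells, 2 from cells cultured alone (mock) and 2 from cells co-cultured with primary bone marrow stromal cells (coculture). The study's methods state 2 biological replicates, and that the stromal cells were separated by adhesion. Total RNA was extracted with TRIzol and libraries were made with an Illumina TruSeq RNA kit per the labels; whether the kit selected polyadenylated RNA is not given in the sources used here. The submitters' processing notes name HISAT2, StringTie, RSEM, DESeq2 and edgeR and the genome build GRCh38.p13, without versions or roles. RSEM divides reads that fit several transcripts, so genes with near-identical copies are uncertain.

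The authors deposited 1 table of 60671 genes. Its expression values are TPM per library with 2 decimals, scaled for transcript length and library size, so that depth cannot be recovered from them. The authors also deposited a mean TPM per group, a fold and a log2 fold of coculture over mock, and a p-value with an adjusted p-value per gene. These values of the authors' own comparison were used only where the authors' deposited table is named. Columns were matched to samples by the group word and number in their names, and groups were taken from the sample labels.

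The design written before the data were examined assumed counts, with a limma-trend test on log2 values for the case that the table held a normalized unit. Since the table held TPM, that test was used. Genes with at least 1 TPM in at least 2 libraries were kept, 13233 in all. The values log2(TPM + 1) were fitted with limma 3.58.1 in R 4.3.3 by group, with an intensity trend in the prior variance (prior degrees of freedom 4.35), two-sided tests and Benjamini-Hochberg adjustment at 0.05. Log2 folds are on the log2(TPM + 1) scale and understate the change of genes with low values. Gene types, transcript lengths and coordinates came from GENCODE 29 on GRCh38, matched by gene identifier; 91 tested identifiers had no match. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

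Gene lists were tested with limma's camera with a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 30 lists fixed before the data were examined. Camera with an estimated correlation and fry were run beside it. By camera 18 lists were called, 15 higher and 3 lower, and 9 without mock replicate 1, 13 without mock replicate 2, 12 without coculture replicate 1 and 10 without coculture replicate 2. With an estimated correlation 0 were called after adjustment, and 2 had an unadjusted p under 0.05, the stromal cell markers (p = 0.0298) and the proteasome subunits (p = 0.0416). That setting tests on the residual degrees of freedom, which are few with so few libraries. For the proteasome subunits the estimated correlation was 0.0189, near the preset, yet the unadjusted camera p went from 1.68e-07 to 0.0416. A lack of calls with that setting, here and below, therefore says little about a list. By fry, 3 lists were called after adjustment and 14 without it. Camera assumes one variance level by default; with a trended variance, a setting tried after the results had been seen, 17 lists were called. Members were counted both with adjustment over all tested genes and over the list alone.

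Named genes were the 12 largest rises and 12 largest falls among protein-coding genes with an adjusted p under 0.05, a mean of at least 5 TPM and no overlap between groups; the members of the steroid biosynthesis list; 18 genes fixed beforehand for iron, ferroptosis, sterol regulation, adhesion and stroma; and up to 4 members of each list with the smallest p. Other genes named in the text were chosen after their values were seen. Some genes are not reported here.

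The fit was tested on simulated data in which 200 of 13233 genes were changed by known folds in 5 draws. With true spreads drawn from the prior that limma fitted, 9% of genes changed 1.5-fold and 69.8% of those changed 2-fold were recovered, and 3.77% of calls were false. With each gene's moderated spread taken as its true one, 53.2% and 95.4% were recovered, and 10.3% of calls were false (8.38% to 12.5%), above the nominal 5%. The simulation with spreads from the prior was added after the other had exceeded a limit of 10% set for it, so both are given and the share of false calls may exceed the nominal level. No wrong sign was found. With no gene changed, 0 of 600 list tests were called in 20 draws, and a 1.25-fold rise of the steroid list was called in 20 of 20 draws; the simulated genes were independent, so this says nothing about lists whose genes vary together.

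Alternatives were rescaling by trimmed means, by median ratios or to equal totals; filters of 0.1 and 5 TPM; pseudocounts of 0.1 and 5; the replicate number as a block; leaving out stromal markers and collagens; and leaving out each library. Leaving out small noncoding RNAs, leaving out immunoglobulin and mitochondrial genes, and the trended variance were added after the data had been seen.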

Results

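Gene expression was measured by RNA sequencing in MM.1S, an established human multiple myeloma cell line, grown alone (mock) or together with primary bone marrow stromal cells (coculture). There were 2 mock and 2 coculture libraries. Values were TPM, transcript abundances scaled for transcript length and library size. They add up to nearly the same total in each library, from 996744.5 to 997649.55, so the sequencing depth is unknown and no interval for counting error can be given. Across the 13233 tested genes, the correlation of log2 values between libraries was 0.981 for the mock pair and 0.984 for the coculture pair, and between 0.969 and 0.974 across the groups. These correlations are across genes, which are not independent replicates. Immunoglobulin genes took 10.13% and 11.12% of the TPM in mock and 9.836% and 11.11% in coculture. Mitochondrially encoded genes took 11.05% and 11.23% in mock and 12.64% and 12.31% in coculture.

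The comparison of coculture with mock asks which transcripts of myeloma cells differ after contact with stromal cells. The coculture libraries held more RNA of the chemokine CXCL13, of the adhesion molecule ICAM1 and of the signal transducer STAT3, and less RNA of the class II antigen presentation gene HLA-DRA and of the chemokines CCL3 and CCL4. COL1A1, COL1A2, COL3A1, COL6A1, COL6A2 and COL6A3, collagen genes under 1 TPM in mock, were at 2.09 to 7.83 TPM in the coculture libraries. Of 13233 tested genes, 743 changed by limma at an adjusted p under 0.05, with 401 higher and 342 lower in coculture. With a fold above 1.5 as well, which the study states as its threshold, 266 were higher and 270 lower, 536 together. Both coculture libraries lay on one side of both mock libraries for 7689 tested genes, 58.1%, where chance alone gives 33.3333%. The number of changed genes depended on single libraries: it was 47 without coculture replicate 2 and 182 without coculture replicate 1, against 557 and 957 without mock replicate 1 and mock replicate 2. In the same order, the genes past the study's thresholds numbered 47, 182, 532 and 807. With a filter of 0.1 TPM, 181 genes changed. Of 143 named genes 84 were called, and of these 60 lost their call without coculture replicate 2, 31 without coculture replicate 1, 20 without mock replicate 1, 5 without mock replicate 2 and 37 with a filter of 0.1 TPM. A further 8 (PVALB, PARP9, COL1A1, COL1A2, COL6A2, TGFBI, HGF and ABCA1), under 1 TPM in mock, did not pass the filter without a coculture library and were not tested there.

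Among protein-coding genes averaging at least 5 TPM, the largest rises were those of PVALB, PARP9, CXCL13 and PCDH1. PVALB, a calcium-binding protein, had 0.655 ± 0.361 TPM in mock and 15.4 ± 0.0424 TPM in coculture (SD, n = 2), a log2 fold of 3.33 ± 0.18 (SE, limma adjusted p = 0.00154). PARP9, a member of the ADP-ribosyltransferase family, had 0.72 ± 0.0849 and 12.2 ± 0.184 TPM, a log2 fold of 2.94 ± 0.14 (limma adjusted p = 0.00112). CXCL13, a chemokine that attracts B cells, went from 2.53 ± 0.46 to 20.2 ± 0.382 TPM, a log2 fold of 2.59 ± 0.14 (limma adjusted p = 0.00154). PCDH1, a protocadherin, had 14.95 ± 1.54 TPM in mock and 66.5 ± 6.67 TPM in coculture. PARP9 (ENSG00000138496) spans chromosome 3 from 122527924 to 122564577, and CXCL13 (ENSG00000156234) spans chromosome 4 from 77511753 to 77611834 in GRCh38. The other genes of this group were HAPLN3, ANXA1, BHLHE40, DEPP1, ICAM1, IFI30, ODAPH and EMP1, with log2 folds from 1.31 for EMP1 to 1.91 for HAPLN3. IFI30, a lysosomal thiol reductase, reached 241 ± 19.4 TPM from 93.6 ± 4.09 TPM. Without coculture replicate 2, the calls of BHLHE40 (adjusted p = 0.0631), ICAM1 (0.0635), ODAPH (0.0635) and EMP1 (0.0902) were lost, and that of EMP1 was also lost with a filter of 0.1 TPM (0.0704).

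The largest falls were those of TMPRSS15, IGFBP7, C11orf96 and AMPD1, with log2 folds of -1.69 ± 0.14, -1.59 ± 0.14, -1.53 ± 0.12 and -1.46 ± 0.11 (SE, n = 2 per group). HLA-DRA (ENSG00000204287, chromosome 6, 32439842 to 32445046), the alpha chain of an HLA class II molecule, dropped from 838 ± 38.3 to 370.4 ± 10.6 TPM (limma adjusted p = 0.0025). GPRC5D, a receptor of plasma cells, fell from 183 ± 9.15 to 75.5 ± 16.5 TPM, and CCL4 from 195 ± 2.06 to 79.9 ± 4.61 TPM. HOMER3, SPINK2, PLAAT2, HLA-DMB and ADA2 completed the group. Without coculture replicate 2, the calls of TMPRSS15 (adjusted p = 0.0577) and HLA-DMB (0.0788) were lost, as was that of SPINK2 with a filter of 0.1 TPM (0.0533).

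**Figure D1:**
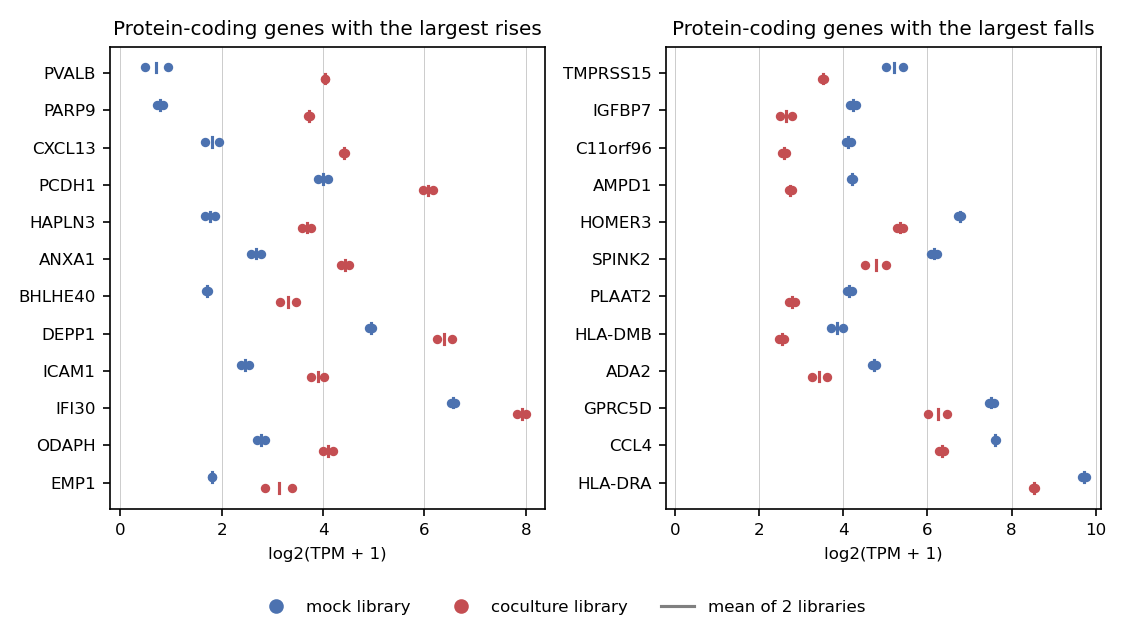
Values of the 12 protein-coding genes with the largest rises (left) and the 12 with the largest falls (right) on the log2(TPM + 1) axis. Points are libraries, blue for mock and red for coculture, and vertical ticks are the means of 2 libraries. In each of these genes the coculture libraries lie on one side of both mock libraries.

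The study tied coculture to steroid biosynthesis, the pathway from acetyl units through lanosterol to cholesterol. DHCR7, which encodes the enzyme of the last step of one branch of cholesterol synthesis, had 29.6 ± 2.04 TPM in mock and 45.2 ± 2.73 TPM in coculture (SD, n = 2), a log2 fold of 0.60 ± 0.10 (SE, limma adjusted p = 0.0295). It was the only one of the 21 tested steroid biosynthesis genes called over all genes, 20 not being called. Log2 folds were above 0 in 18 of the 21, and the median was 0.19. Adjusted over the list alone, 6 genes were higher (DHCR7, SQLE, LBR, NSDHL, EBP and HSD17B7) and 1 was lower, LSS, the lanosterol synthase, which had 60.9 ± 1.22 TPM in mock and 48.1 ± 3.80 TPM in coculture. In the authors' deposited table, 8 of the 21 had an adjusted p under 0.05, all higher. DHCR7, LBR, NSDHL and EBP were among them. There SQLE (adjusted p = 0.365), HSD17B7 (0.161) and LSS (0.0788, at a fold of 0.865) were not. By camera the list was higher (adjusted p = 0.044, and adjusted p = 0.622 with an estimated correlation). The call was lost without any 1 of the 4 libraries, at adjusted p from 0.0546 without coculture replicate 2 through 0.0778 without coculture replicate 1 and 0.0817 without mock replicate 1 to 0.146 without mock replicate 2. DHCR7 itself lost its call without mock replicate 1 (adjusted p = 0.0721), coculture replicate 1 (0.0756) and coculture replicate 2 (0.129).

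The study assayed 12 steroid genes by real-time PCR in MM.1S cells given iron, rather than in coculture. In coculture here, these 12 were also higher by camera (adjusted p = 0.044, and adjusted p = 0.622 with an estimated correlation), with DHCR7 the only one called. Of the 12, 3 were higher and 1 lower adjusted over the list alone. Its call was lost without mock replicate 1 (0.0817), mock replicate 2 (0.178), coculture replicate 1 (0.0827) and coculture replicate 2 (0.058). Sterol regulation and uptake genes were higher by camera (adjusted p = 0.0411, and adjusted p = 0.662 with an estimated correlation), with 2 of 20 called, and 7 higher adjusted over the list alone. Among those called was ABCA1, the cholesterol exporter, at 0.585 ± 0.191 TPM in mock and 2.95 ± 0.438 TPM in coculture. INSIG1 and SREBF2, regulators of sterol synthesis, had log2 folds of 0.31 ± 0.08 (limma adjusted p = 0.0863) and -0.09 ± 0.09 (0.563). In the fatty acid synthesis list (camera adjusted p = 0.00657, and adjusted p = 0.622 with an estimated correlation) 3 of 11 genes rose. They were the desaturase gene SCD, the fatty acid synthase gene FASN and ME1, with SCD at 68.1 ± 2.53 TPM in mock and 104.8 ± 11.9 TPM in coculture, and 5 were higher adjusted over the list alone. The sterol regulation call was lost without mock replicate 1 (0.0817) and without coculture replicate 2 (0.285). Without coculture replicate 2 the calls of SCD (0.117), FASN (0.142) and ME1 (0.154) were lost, without coculture replicate 1 those of FASN (0.0764) and ME1 (0.0909), and without mock replicate 1 those of FASN (0.0607) and ME1 (0.136).

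**Figure D2:**
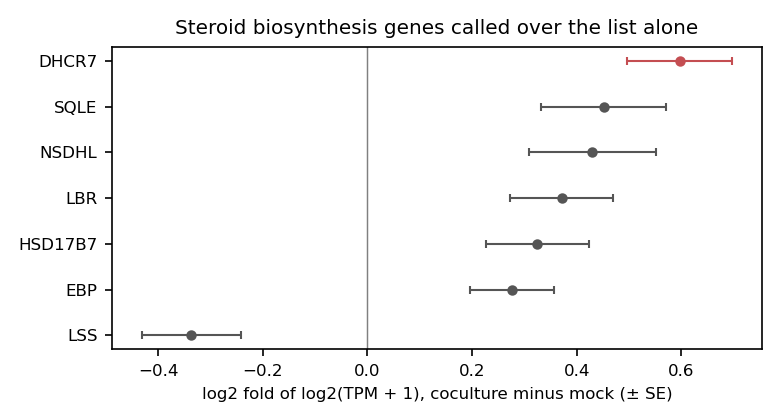
Log2 folds, coculture minus mock on the log2(TPM + 1) scale, of the steroid biosynthesis genes with an adjusted p under 0.05 when adjusted over the list alone; points are fitted values and bars are ± SE from limma with 2 libraries per group, red for the gene with an adjusted p under 0.05 over all tested genes. DHCR7 has the largest log2 fold at 0.60 and LSS the lowest at -0.34.

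The study also tied coculture to ferroptosis, a form of cell death that runs on iron and lipid peroxides. Glutathione, unsaturated fatty acid and pyrimidine pathways, which the study tested as gene sets, were listed as well. In the ferroptosis list 2 of 30 genes rose, SLC3A2, a subunit of the cystine transporter, from 109.7 ± 8.71 to 156 ± 9.78 TPM, and CHAC1, a glutathione-degrading enzyme, from 1.59 ± 0.375 to 3.85 ± 0.262 TPM. Adjusted over the list alone, 6 were higher and 2 lower, and 8 of the 30 were higher and 3 lower in the authors' deposited table at an adjusted p under 0.05. GPX4, the lipid peroxidase that blocks ferroptosis, had 271 ± 13.1 TPM in mock and 276 ± 17.9 TPM in coculture (log2 fold 0.03 ± 0.09, limma adjusted p = 0.882). ACSL4 had a log2 fold of 0.24 ± 0.11 (limma adjusted p = 0.21), and SLC7A11, the other subunit of the transporter, stayed below the filter at 0.45 and 0.4 TPM in mock and 0.89 and 1.03 TPM in coculture. With a filter of 0.1 TPM, SLC7A11 had a log2 fold of 0.46 (limma adjusted p = 0.15), and in the authors' deposited table a fold of 2.233 (adjusted p = 0.000456), higher in coculture. SLC3A2 and CHAC1 lost their calls without mock replicate 1 (0.123 and 0.0793), coculture replicate 1 (0.0812 and 0.114) and coculture replicate 2 (0.15 and 0.137). The list was not called by camera (adjusted p = 0.115), but was without coculture replicate 1 (0.0363) and with a filter of 0.1 TPM (0.0176). The glutathione list had 3 of 36 genes higher (LAP3, RRM2 and CHAC1; camera adjusted p = 0.323), the unsaturated fatty acid list 2 of 14 (SCD and ELOVL5; 0.227) and the pyrimidine list 3 of 38 (RRM2, TK1 and DTYMK; 0.304). Adjusted over the list alone, 4 were higher in the first, 3 higher and 1 lower in the second, and 3 higher in the third. Without coculture replicate 2 the calls of RRM2 (0.0968), LAP3 (0.0816), TK1 (0.135), DTYMK (0.14), ELOVL5 (0.145) and SCD (0.117) were lost. Those of TK1, DTYMK and ELOVL5 were also lost without coculture replicate 1 (0.0807, 0.101 and 0.0858) and mock replicate 1 (0.0783, 0.171 and 0.122), and those of DTYMK and ELOVL5 without mock replicate 2 (0.0796 and 0.0927).

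Among 18 iron genes, FTL, the light chain of the iron store ferritin, was the only one called, at 1373 ± 33.8 TPM in mock and 2006 ± 104 TPM in coculture (log2 fold 0.55 ± 0.09, limma adjusted p = 0.0277). It was again the only one adjusted over the list alone. Its call was lost without coculture replicate 1 (adjusted p = 0.0823), without coculture replicate 2 (0.143) and with a filter of 0.1 TPM (0.0781). The heavy chain FTH1 had a log2 fold of 0.13 ± 0.09 (limma adjusted p = 0.398). TFRC, the transferrin receptor, had 106.7 ± 1.71 TPM in mock and 110 ± 7.94 TPM in coculture (log2 fold 0.04 ± 0.09, limma adjusted p = 0.804). TF, the gene of transferrin, was below the filter in each library, at 0.1 and 0.17 TPM in mock and 0.08 TPM in each coculture library. The study reported more transferrin and TFRC as protein, and more total iron, in co-cultured myeloma cells. RNA levels do not measure these. HMOX1, which degrades heme, had a log2 fold of 0.33 ± 0.12 (limma adjusted p = 0.149). The list was not called by camera (adjusted p = 0.48). The ferritin genes have many processed pseudogenes, so their values are uncertain to the extent that reads were shared.

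CD40 and 2 adhesion receptors were the surface molecules the study deleted. CD40 had 8.72 ± 0.148 TPM in mock and 10.6 ± 0.672 TPM in coculture (log2 fold 0.25 ± 0.11, limma adjusted p = 0.214), and MUC1 was below the filter at 0.71 and 0.03 TPM in mock and 0.27 and 0.3 TPM in coculture. ITGA4, the alpha chain of the integrin VLA-4, fell from 47.3 ± 1.29 to 30.3 ± 2.26 TPM (log2 fold -0.63 ± 0.10, limma adjusted p = 0.025). ITGB7, an integrin beta chain, fell from 6267 ± 476 to 3924 ± 229 TPM. TNFRSF17, the plasma cell receptor BCMA, fell from 401 ± 22.3 to 289.6 ± 12.5 TPM, and SDC1, the plasma cell marker CD138, had a log2 fold of 0.01 ± 0.09 (limma adjusted p = 0.972). Of 21 adhesion and niche genes, 1 rose (ICAM1, from 4.51 ± 0.438 to 13.9 ± 1.91 TPM) and 3 fell, and the list was not called by camera (adjusted p = 0.31). Of 23 CD40 and NF-kB targets, 4 rose (ICAM1, NFKBIA, BIRC3 and IER3) and 4 fell (CCL3, CCL4, BCL2A1 and CD74), with a camera adjusted p of 0.99. Its median log2 fold was 0.02, above 0, while the camera direction was down. Of 21 plasma cell genes, 4 rose (POU2AF1, CCND2, CD38 and XBP1) and 3 fell (ITGB7, TNFRSF17 and IGLC2; camera adjusted p = 0.31). Adjusted over the list alone, 3 were higher and 6 lower in the adhesion list, 6 and 5 in the NF-kB list, and 4 and 9 in the plasma cell list. CCL3, CCL4 and IGLC2 have near-identical copies, so their values are uncertain. The calls of ITGA4, ITGB7 and TNFRSF17 were lost without coculture replicate 1 (0.0799, 0.113 and 0.0858) and coculture replicate 2 (0.0844, 0.132 and 0.15), that of TNFRSF17 without mock replicate 1 (0.126), and those of ICAM1, CCL3, NFKBIA and POU2AF1 without coculture replicate 2 (0.0635, 0.0593, 0.0934 and 0.0844). Those of CCND2, CD38 and XBP1 were lost without coculture replicate 1 (0.0565, 0.0739 and 0.0858) and coculture replicate 2 (0.117, 0.119 and 0.138), and those of CD38 and XBP1 without mock replicate 1 (0.055 and 0.0721).

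All 40 cell cycle genes were tested and 11 rose, among them BUB1, a spindle checkpoint kinase, and RRM2, a subunit of ribonucleotide reductase, which went from 412 ± 4.32 to 649 ± 52.7 TPM (camera adjusted p = 9.76e-07, and adjusted p = 0.622 with an estimated correlation). Of 33 proteasome subunits 5 rose, including PSMD2 from 278 ± 20.99 to 438 ± 33.2 TPM (camera adjusted p = 1.68e-06, and adjusted p = 0.622 with an estimated correlation). Of 30 hypoxia and glycolysis genes 6 rose (GPI, LDHA, ADM, ALDOA, PKM and ENO1; camera adjusted p = 0.000135, and adjusted p = 0.622 with an estimated correlation). In these lists 24 cell cycle, 18 proteasome and 15 hypoxia genes were higher and 0 lower when adjusted over the list alone. The 15 G1/S and S-phase members of the cell cycle list had a median log2 fold of 0.08, and its 25 other members one of 0.49. That split was made after the values were seen. LDHA, the lactate dehydrogenase subunit, reached 1266 ± 118 TPM from 769 ± 5.33 TPM. IL-6 and STAT3 targets (camera adjusted p = 0.00043, and adjusted p = 0.622 with an estimated correlation) had 9 of 19 genes higher and 1, SOCS2, lower. STAT3 itself went from 13.6 ± 0.608 to 29.1 ± 2.26 TPM (log2 fold 1.05 ± 0.11), and SOCS3 from 0.47 in both mock libraries to 2.39 ± 0.099 TPM. HGF, a growth factor, was at 0.15 and 0.2 TPM in mock and 2.25 and 2.54 TPM in coculture, and BCL6 at 0.44 and 0.46 against 2.35 and 2.48 TPM. In the same libraries the collagen COL6A3 was at 0.05 and 0 TPM in mock and 2.38 and 2.09 TPM in coculture. HGF, BCL6 and SOCS3 were under 1 TPM in mock and so were not tested without a coculture library. Of the IL-6 and STAT3 targets, 11 were higher and 2 lower adjusted over the list alone. Without coculture replicate 2 the calls of BUB1 (0.0906), RRM2 (0.0968), PSMD2 (0.114), GPI (0.0908), LDHA (0.0963) and STAT3 (0.065) were lost, while those of ADM and ALDOA were lost without it (0.149 and 0.161), without coculture replicate 1 (0.0799 each) and without mock replicate 1 (0.106 and 0.0924). PSMD2 was also lost without coculture replicate 1 (0.0593).

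In the NRF2 target list 4 of 16 genes rose (SRXN1, FTL, PIR and ME1; camera adjusted p = 0.000621, and adjusted p = 0.622 with an estimated correlation). In the unfolded protein and amino acid stress list 6 of 33 rose and 1 fell (camera adjusted p = 0.00275, and adjusted p = 0.662 with an estimated correlation). Those higher were SLC7A5, PSAT1, PHGDH, XBP1, SLC3A2 and CHAC1, most of which serve amino acid transport or serine synthesis, and DNAJB9, a chaperone of the endoplasmic reticulum, was lower. In the interferon list 3 of 24 rose (IFI6 and TAP1 among them, camera adjusted p = 0.00837, and adjusted p = 0.622 with an estimated correlation). In the p53 target list 4 of 22 rose (CDKN1A, TP53INP1, GADD45A and AEN; camera adjusted p = 0.0375, and adjusted p = 0.622 with an estimated correlation). CDKN1A, an inhibitor of cyclin-dependent kinases, went from 28.8 ± 1.58 to 62.3 ± 0.969 TPM. Immediate early genes had 7 of 20 higher and 1, NR4A1, lower (camera adjusted p = 0.0411, and adjusted p = 0.742 with an estimated correlation). Of 13 mitochondrially encoded protein genes, 0 were called by limma and 6 had an unadjusted p under 0.05, and 12 had log2 folds above 0 (camera adjusted p = 0.0133, and adjusted p = 0.622 with an estimated correlation). Ribosomal protein genes were lower by camera (adjusted p = 0.044, and adjusted p = 0.622 with an estimated correlation), yet the 1 of 47 called, RPS2, was higher. Adjusted over the list alone, 5 NRF2, 5 interferon and 4 p53 genes were higher, 11 stress genes higher and 3 lower, 10 immediate early genes higher and 2 lower, and 0 mitochondrial and 0 ribosomal genes called (6 and 11 unadjusted). Without mock replicate 1, the camera calls of the immediate early (0.0817), p53 (0.107), mitochondrial (0.0826) and ribosomal (0.241) lists were lost. The same held without coculture replicate 1 for the p53 (0.0778) and mitochondrial (0.0778) lists, without coculture replicate 2 for the immediate early (0.0502) and ribosomal (0.776) lists, and without mock replicate 2 for the mitochondrial encoded list (0.0503). Without coculture replicate 2 the calls of SRXN1 (0.0906), SLC7A5 (0.065), PSAT1 (0.0859), PHGDH (0.11), IFI6 (0.0844), TAP1 (0.143), TP53INP1 (0.0511), GADD45A (0.0607), CDKN1A (0.0511) and RPS2 (0.164) were lost. Those of PSAT1 (0.0593), TAP1 (0.0795) and RPS2 (0.134) were also lost without coculture replicate 1, and those of TAP1 (0.0987) and RPS2 (0.175) without mock replicate 1. AEN and PIR lost theirs without coculture replicate 1 (0.088 and 0.0949), coculture replicate 2 (0.156 and 0.15) and mock replicate 2 (0.0526 and 0.0669), and AEN also without mock replicate 1 (0.176).

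**Figure D3:**
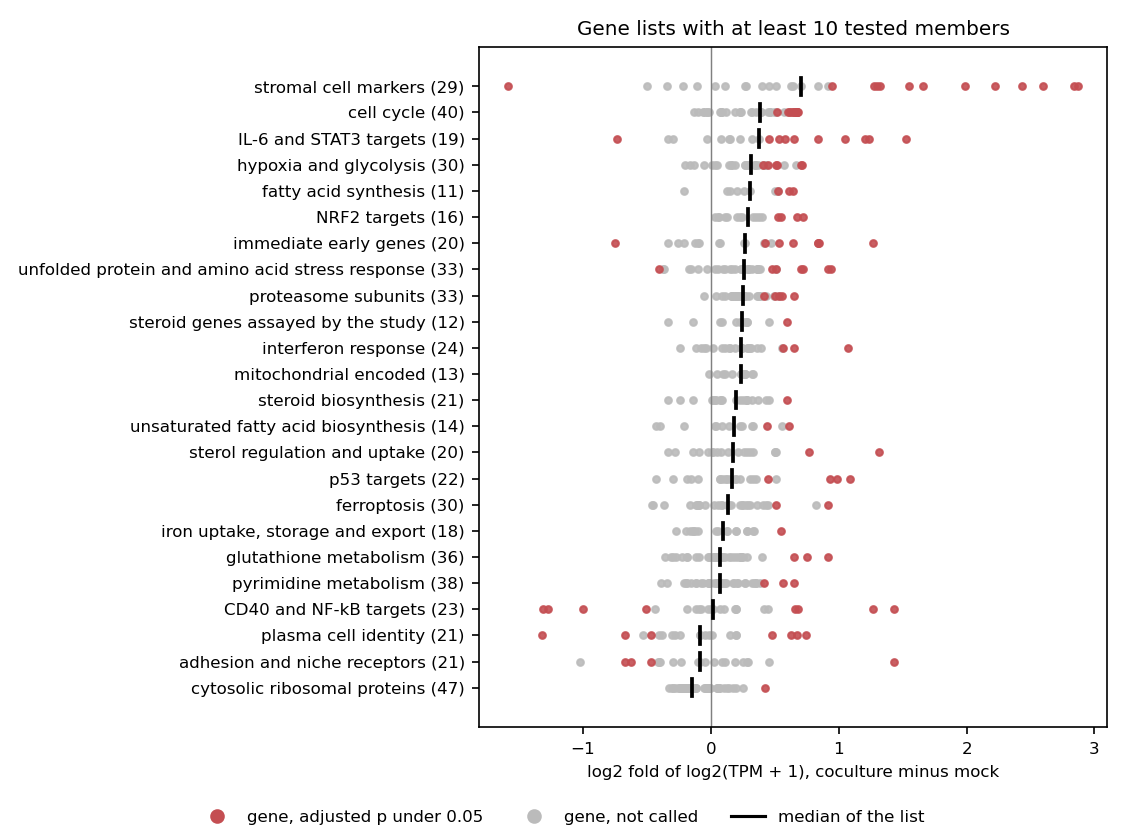
Log2 folds, coculture minus mock on the log2(TPM + 1) scale, of the members of each gene list with at least 10 tested members (number in brackets); red points are genes with an adjusted p under 0.05 by limma, grey points the other members, and black bars list medians. The stromal cell marker list has the highest median at 0.71 and the ribosomal protein list the lowest at -0.14.

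Markers of stromal cells and of other cells of the marrow were listed because the stromal cells were removed from the coculture by their adherence. Of 29 tested stromal cell markers 12 rose and 1 fell (19 and 1 adjusted over the list alone), with a camera adjusted p of 1.86e-09 (adjusted p = 0.622 with an estimated correlation). COL1A1, a chain of type I collagen, had 0.46 ± 0.17 TPM in mock and 7.80 ± 0.0424 TPM in coculture. COL1A2, its partner, was listed at 0 in both mock libraries and at 6.26 and 6.03 TPM in coculture, and DCN, the proteoglycan decorin, at 0 in mock and at 1.78 and 2.1 TPM in coculture. FN1, fibronectin, had 7.44 ± 0.672 TPM in mock and 15.2 ± 0.969 TPM in coculture. The 1 marker that fell was IGFBP7, which MM.1S cells expressed in mock at 17.8 ± 1.28 TPM and which had 5.29 ± 0.863 TPM in coculture. The camera call was lost without coculture replicate 1 (adjusted p = 0.492) and without coculture replicate 2 (0.122), where 15 markers passed the filter of 1 TPM in 2 libraries. FN1 lost its call without coculture replicate 1 (0.0517) and coculture replicate 2 (0.0906). Without these markers and the collagens, 707 genes changed, all of them also called in the main fit. Leaving these genes out does not remove stromal RNA of other genes, so that number says nothing about carry-over. Of the other marrow cells, few markers passed the filter: 4 of T and NK cells (camera lower, adjusted p = 0.044, and adjusted p = 0.622 with an estimated correlation), 2 of macrophages (0.48), 2 of endothelium (0.332), 1 of adipocytes (0.797), 1 of erythroid cells and granulocytes (0.99) and 1 of osteoblasts, RUNX2, which fell (0.0475, and adjusted p = 0.622 with an estimated correlation). Of these markers, 1 T and NK cell gene, 1 macrophage gene and RUNX2 were lower adjusted over the list alone. Mock held MM.1S cells only, so the RNA listed there, as of RUNX2 at 23.65 ± 0.764 TPM, is that of MM.1S cells. Falls from such levels are not a measure of other marrow cells. The T and NK cell and osteoblast calls were lost without mock replicate 1 (0.0817 and 0.0817), mock replicate 2 (0.17 and 0.0606), coculture replicate 1 (0.0565 and 0.0778) and coculture replicate 2 (0.12 and 0.105). RUNX2 itself lost its call without coculture replicate 1 (0.0662) and coculture replicate 2 (0.0859).

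Of 88 tested genes of small nuclear, small nucleolar, small Cajal body, ribosomal and other small RNAs or ribozymes, 31 fell and 3 rose. Of those that fell, 8 are copies of 5.8S ribosomal RNA listed with the same values. The RNAs named here were chosen after their values were seen. The 5.8S value was 748.64 and 416.25 TPM in mock and 23.68 and 31.23 TPM in coculture. RMRP, the RNA of a ribonuclease, was at 147.49 and 158.65 TPM in mock and 27.42 and 14.71 TPM in coculture, and RN7SK at 466.23 and 291.73 against 86.44 and 67.55 TPM. RNU4-1 and RNU4-2, which share nearly all of their sequence, were listed at 0 in both coculture libraries. The number that fell was 19 without coculture replicate 2, where the call of RN7SK was lost (0.0746). Together with mitochondrial rRNA, transfer RNA and microRNA genes, these classes made up 1.594% and 1.994% of the TPM in mock and 0.6467% and 0.554% in coculture.

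**Figure D4:**
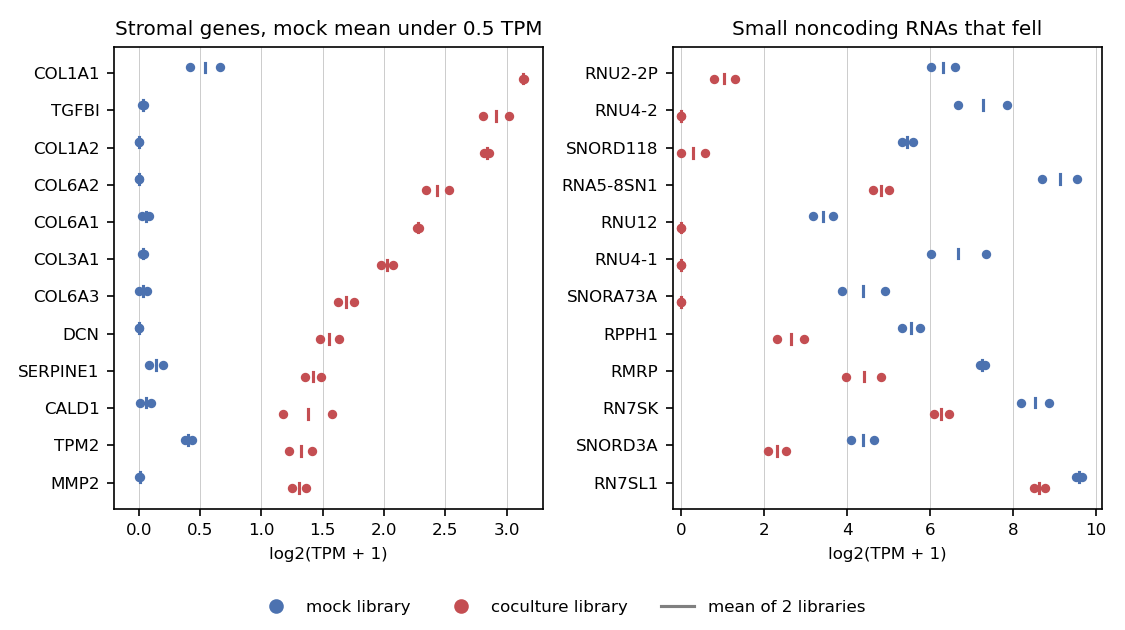
Values on the log2(TPM + 1) axis of 12 stromal genes with a mock mean below 0.5 TPM (left) and of 12 small noncoding RNAs that fell (right). Points are libraries, blue for mock and red for coculture, and ticks are the means of 2 libraries. COL1A1 lies at 7.83 and 7.77 TPM in coculture, and RMRP at 27.42 and 14.71 TPM.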

Values the study reported

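The study reported that 158 genes were up-regulated and 178 genes were down-regulated in MM.1S cells co-cultured with bone marrow stromal cells.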

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

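Settings without small noncoding RNAs, without immunoglobulin and mitochondrial genes, and with a trended variance in camera were chosen after seeing the data. DESeq2 and limma-voom were not run, since both need counts. Trimmed-mean, median-ratio and total rescaling gave 871, 798 and 737 changed genes, of which 703, 687 and 737 were among the 743, and moved the median log2 fold of all genes from 0.03 to 0.03, 0.02 and 0.03. A filter of 0.1 TPM gave 181 changed genes, 97 higher and 84 lower, and 179 past the study's thresholds; it tested 19652 genes, and it called the ferroptosis list (adjusted p = 0.0176). A filter of 5 TPM gave 639 higher and a steroid list at 0.102. A pseudocount of 5 gave 280 genes past the thresholds, and one of 0.1 a steroid biosynthesis list at 0.0502, with 11 lists called in place of 18. The cause of these changes was not tested.

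Without 1 library, changed genes ranged from 47 to 957, those higher from 11 to 544, those lower from 36 to 413 and genes past the study's thresholds from 47 to 807; the lone library of a group is assumed to vary like the pair. Of 84 called named genes, 16 kept their call in all 4 of these fits, 60 lost it in at least 1 and 8 were not tested without a coculture library. The steroid list ranged from 0.0546 to 0.146, ferroptosis from 0.0363 to 0.448 and stromal markers from 2.42e-12 to 0.492, and without a coculture library 15 of the 29 stromal markers passed the filter. Camera with an estimated correlation gave 0.622 for the steroid list and 0.622 for stromal markers, though with so few libraries that setting can hardly call a list. By fry the steroid list was at 0.084. Over its 18 alternatives the steroid list was higher in 18 and called in 10, from 0.0128 to 0.622. Without immunoglobulin and mitochondrial genes the ferroptosis list was called at 0.038; over its 18 alternatives it ran from 0.0176 to 0.77. Glutathione, unsaturated fatty acid and pyrimidine lists were not called in any of 18. The osteoblast list went from lower to higher at 0.922 with a filter of 0.1 TPM, where 6 members were tested in place of 1. The stromal list could not be tested with its genes left out. The unknown depth sets no limit that can be computed.

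With the replicate number as a block, 1207 genes changed, 717 of them higher. Over all tested genes, the deviations of samples sharing a number had a correlation of 0.00287. That value weighs noisy and well-measured genes alike, so whether the numbers pair the samples cannot be told from it. The block ended the call of 1 list and gave a call to 12 named genes.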

Other observations

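Tests of stromal RNA and of steroid genes were chosen after their results had been seen, as was the split of the cell cycle list for the histone test. The tests of short mRNAs and of histone genes against the whole list were chosen before.

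Class II antigen presentation genes include some of the largest falls. Of 13 tested genes, made up of HLA class II genes, CIITA and CD74, 10 fell and 0 rose, a set picked after its values were seen. CIITA, the transactivator of these genes, was at 13.5 ± 1.53 TPM in mock and 6.87 ± 1.07 TPM in coculture (SD, n = 2; log2 fold -0.89, limma adjusted p = 0.0286), and HLA-DPA1 had a log2 fold of -0.74. The number that fell was 10 under each rescaling, 5 without coculture replicate 1, 2 without coculture replicate 2 and 3 with a filter of 0.1 TPM, and CIITA lost its call in the last 3 of these (0.0827, 0.0844 and 0.0774). HLA-DPA1 lost its call without coculture replicate 2 (0.0656). IFI30, which works on the same route, rose. DTX3L, the neighbour of PARP9 on chromosome 3, rose with it, from 2.08 and 2.29 TPM to 7.69 and 7.72 TPM (log2 fold 1.45, limma adjusted p = 0.0062, and 0.0635 without coculture replicate 2). No explanation was tested for either.

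Of 29 tested stromal cell markers, 12 rose in coculture and 1 fell (camera adjusted p = 1.86e-09, and adjusted p = 0.622 with an estimated correlation). RNA carried over from stromal cells stays open. Of 54 stromal and collagen genes with a mock mean under 0.5 TPM and a value above 0 in a coculture library, 77.8% were higher in both coculture libraries, against a median of 22.2% and a 95th percentile of 31.5% in random genes picked the same way and matched on mock level. That share restates the rise that prompted the test, and expression induced in MM.1S cells would give it too. The share lay just under the 80% set for the test, and the list holds collagens of other tissues. The genes not higher in both coculture libraries were all collagens, COL2A1 and COL11A2 among them. Each of the other stromal markers, such as DCN, THY1 and LUM, was higher in both, a split made after the values were seen. Induced expression in MM.1S cells was not tested, and without stromal cells sequenced alone it cannot be told apart from carry-over here. In coculture COL1A1 was at 7.83 and 7.77 TPM and FN1 at 14.54 and 15.91 TPM, and the stromal cells had been removed by their adherence.

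Of 88 tested small noncoding RNAs, 31 fell in coculture and 3 rose. A lower recovery of RNA without a poly(A) tail stays open. The mRNAs of replication-dependent histone genes mostly lack the tail, and which of the 19 tested also make mRNA with it was not examined. The 19 had a median log2 fold of -0.38 against 0.39 in the cell cycle list, a difference of -0.77 (bootstrap SE 0.13). Bootstrap SEs here come from resampling genes and do not cover the spread between libraries. Histone mRNA belongs to S phase, and against the 15 G1/S and S-phase members of that list the difference was -0.46 (bootstrap SE 0.12), short of the -0.5 set for the test. Of these histone genes, H2BC12 was called. A loss of short RNA that reaches mRNA stays open: protein-coding genes with transcripts under 600 bases differed by -0.0856 (bootstrap SE 0.0306) in median log2 fold from those of at least 1500 bases. This is short of the -0.3 set beforehand as the mark of such a loss, and not clear of the -0.1 set as the mark against it. A change of small RNA synthesis in the cells was not tested.

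The steroid biosynthesis list was higher in coculture by camera (adjusted p = 0.044, and adjusted p = 0.622 with an estimated correlation), with 1 of 21 genes called. The TPM share freed by small noncoding RNAs argues little: with those left out, the mean log2 fold fell by 10.6%, from 0.16 to 0.14. Stromal carry-over stays open, since the steroid gene levels of stromal cells sequenced alone are not known. The summed rise of the list was 3.82 times the net rise of all collagens in coculture replicate 1 and 8.87 times in coculture replicate 2, and 2.24 and 5 times that of the 19 collagens higher in both coculture libraries. A response of MM.1S cells to coculture also stays open, untested, and rests on a list whose call is lost without any 1 library.

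Past the thresholds the study states, with a fold above 1.5, 266 genes were higher and 270 lower here. Both are higher than the values quoted from the study above, but the folds behind the counts differ. The genes marked higher and lower in the authors' deposited table equal the quoted values in number. The smallest fold marked higher there was 2.003 and the largest marked lower 0.5. At a fold above 1.5 the same table held 355 higher and 471 lower genes with an adjusted p under 0.05. The counts here were smaller in both directions, but the folds and the tested genes were not alike. Here 13233 genes were tested, and folds on the log2(TPM + 1) scale understate changes of genes with low values. The authors' deposited table held a test for 28122 genes and its own folds. COL1A1 had a log2 fold of 4.93 there and 2.60 here. Of the 743 genes changed here, 629 also had an adjusted p under 0.05 in the authors' deposited table, in the same direction.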
